A study of Mus musculus with 4 samples.

How the data were processed

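Retinas of male wild-type C57BL6/J mice, an inbred laboratory strain, were dissociated with papain and made into 4 single-cell libraries. Per the labels, 2 libraries had no enrichment, 1 had CD73 enrichment and 1 had CD90.2 enrichment. CD73 is a surface protein of photoreceptors and CD90.2 is a surface protein of neurons. The labels' protocols describe magnetic separation, with depletion of CD73-positive cells and positive selection of CD90.2-positive cells, whereas the series design text names fluorescence-activated sorting. The single-cell cDNA, made with the 10x Genomics chemistry, was sequenced as long reads on a nanopore instrument.

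The authors deposited a table of isoforms by cell class and an annotation of transcript models. The deposited table holds whole-number counts per isoform in 6 columns, for amacrine cells (AC), bipolar cells (BC), cones, Müller glia (MG), rods and retinal ganglion cells (RGC). The columns name no library and are taken as pooled, so a class is 1 sample, no value has a replicate and no test between classes or between enrichments was made. The planned test with libraries as replicates was therefore left out. The annotation names FLAIR, a program that builds isoforms from long reads, as its source, per the file contents. The labels' protocol text ends before the data processing. It is not known from the labels whether reads were collapsed to molecules by their molecular identifiers, which of the 4 libraries entered each column, how cells were called and typed, how doublets were treated, or how isoforms were filtered. The lowest total of an isoform over the classes was 6 counts, and 1499 isoforms were at it. The counts were used as deposited, and 0 columns of the table were left unused.

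The genome build is not stated in the deposited annotation. Of 122601 distinct splice junctions in its models, 115691 (94.4%) were in GENCODE M21 at the same coordinates of mouse build GRCm38, so coordinates are given on GRCm38. Of 14919 models with an Ensembl transcript identifier, 14789 had that identifier in M21, and all 14789 had the same introns there; the other 130 identifiers were not in M21. Of 13452 Ensembl genes, 13448 were matched to a symbol. The annotation holds 36426 models, which were exactly the isoforms with at least 1 count in the Rod column: 0 models had a Rod count of 0, and 0 isoforms without a model had a Rod count above 0. The other 7899 isoforms hold 196092 counts (0.131%), and results on structure do not cover them.

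An isoform was called annotated when its identifier was an Ensembl transcript. Counts were scaled to a column total of 1000000 and are called CPM. An isoform was detected in a class with at least 1 count, and columns were also thinned 20 times without replacement to the total of the RGC column, 3509890 counts. An isoform was called class-restricted when it had at least 10 counts in all and at least 80% of its summed CPM in 1 class. A gene with 2 or more isoforms was called switched between a pair of classes with at least 20 counts of the gene in each, when the most abundant isoform differed and the share of 1 of these isoforms differed by at least 50 percentage points. Both are rules of size. Similarity was the Spearman correlation across isoforms, or across genes, of log2(CPM + 1), over those with at least 10 counts. Markers were lists of 6 genes per cell type. Models were compared with M21 by their chain of introns, and with the most abundant isoform of the same gene for the kinds of event. Differences in median exon number, length and counts between annotated and unannotated isoforms were tested with two-sided permutation tests of 100000 resamples and Benjamini-Hochberg adjustment over the 3 measures.

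Shares carry exact Clopper-Pearson 95% intervals. Intervals, and the limit of 3 counts that a count of 0 allows, cover counting error only, since several reads can come from 1 molecule. That limit was 0.0541 CPM in the Rod column and 0.855 CPM in the RGC column.

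Rules, markers and alternatives were set before the data were examined, except where the closing part says otherwise. Named genes were, for each class, the restricted isoform with the most counts and the unannotated one with the most counts, the 10 switched genes with the largest difference in share among pairs with at least 100 counts in each class, the 5 genes with the most isoforms and the 5 unannotated isoforms with the most counts. Alternatives were minimums on counts, isoforms with at least 2 exons, equal depth, scaling by a trimmed mean of M-values or by the median of ratios, other cut-offs for the share and its difference, isoforms with the same introns summed, other pseudocounts, Pearson correlation, the most abundant isoform of each marker, means in place of medians, and another reference isoform for events. Results for 1 named gene, and the alternative that used it, are not reported here.

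The rules were tested on simulated data. For switches, 7475 genes were simulated with 200 changed, of which 100% were recovered, and 1 unchanged gene was called. For restricted isoforms, 44325 isoforms were simulated with 200 changed, of which 100% were recovered, and 11 unchanged isoforms were called, 0 of them with 100 counts or more. The simulated counts were drawn independently and the changes were made large, so this test covers counting error of independent counts only. The placement of single-exon models was checked with the same 2909 models moved by 1 Mb, of which 1295 then lay outside annotated genes. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.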

Results

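Transcript isoforms of the mouse retina were catalogued from long-read sequencing of single-cell cDNA. The 4 libraries comprised 2 without enrichment, 1 of them from postnatal day 40, 1 with CD73 enrichment from postnatal week 8 and 1 with CD90.2 enrichment from postnatal month 4. The deposited counts were given for 6 cell classes without a library, so there were no replicates and differences between classes were described by size, with intervals for counting error only. The 149645836 counts were divided unevenly. Rods had 55437340 counts, amacrine cells 48248340, bipolar cells 29010038, cones 7307134, Müller glia 6133094 and ganglion cells 3509890.

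The first question was how many isoforms the retina contains and how many of them lie outside the reference annotation. The table listed 44325 isoforms under 16702 gene identifiers, of which 13452 were Ensembl genes and 3250 were loci named by position. Of the Ensembl genes, 9163 (68.1%) had 2 or more isoforms and 367 had 10 or more, with a median of 2. The median isoform had 49 counts in all, and 217 isoforms held 50 percent or more of the counts. With a minimum of 10 counts, 39072 isoforms were left. The gene with the most isoforms was Wdr78 (ENSMUSG00000035126.19, chromosome 4, 103038065 to 103114555), with 27 isoforms on 286 counts. It was followed by Srp54c with 22 isoforms on 10576 counts, Zfr with 21 on 363 counts, Fam184a with 20 on 286 counts and Ap3b1 with 20 on 245 counts.

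Of the 44325 isoforms, 28158 were unannotated (63.5%, exact 95% interval 63.1 to 64.0%). They held 6.35% of the counts, which was the alternative that moved this share most. The median total was 27 counts for unannotated and 288 counts for annotated isoforms. Over classes, the unannotated share of counts ran from 4.84% in ganglion cells (4.82 to 4.86%) to 7.64% in rods (7.63 to 7.64%), and was 5.15% in bipolar cells, 5.69% in Müller glia, 5.83% in amacrine cells and 6.09% in cones. The most abundant unannotated isoform was a 4-exon transcript of Cst3 (chromosome 2, 148871722 to 148875692, minus strand) with 842957 counts. A 16-exon transcript of Sag (chromosome 1, 87803812 to 87845158) had 325422 counts, a 4-exon transcript of Hbb-bs (chromosome 7, 103826534 to 103828096) had 217483 counts and a 7-exon transcript of Atp5f1 (chromosome 3, 105942698 to 105959246) had 157966 counts. The remaining isoform of these 5 had a single exon (chromosome 6, 116173631 to 116174514, minus strand) and 230802 counts. It was listed as a locus but overlapped an annotated exon of Tmcc1 on the same strand.

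The class names of the columns were compared with lists of marker genes. Of 36 markers of the 6 classes, 35 had their highest CPM in the column of their own class. The exception was Dkk3, listed for Müller glia, with 58.1 CPM in amacrine cells and 48.8 CPM in Müller glia. Summed over their lists, cone markers reached 104248 CPM in cones, rod markers 44808 CPM in rods, Müller glia markers 44123 CPM in Müller glia, bipolar markers 23487 CPM in bipolar cells and ganglion markers 17759 CPM in ganglion cells. Amacrine markers reached 686 CPM in amacrine cells, near the 693 CPM of ganglion markers and the 645 CPM of astrocyte markers in that column and below the 981 CPM of Müller glia markers. Lists for cells without a column were also read. All 6 microglial markers, 5 of 6 pigment epithelium markers, all 5 listed astrocyte markers, all 4 listed pericyte markers and all 3 listed endothelial markers were highest in the Müller glia column, and horizontal cell markers were at most 73.5 CPM in any column.

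**Figure D1:**
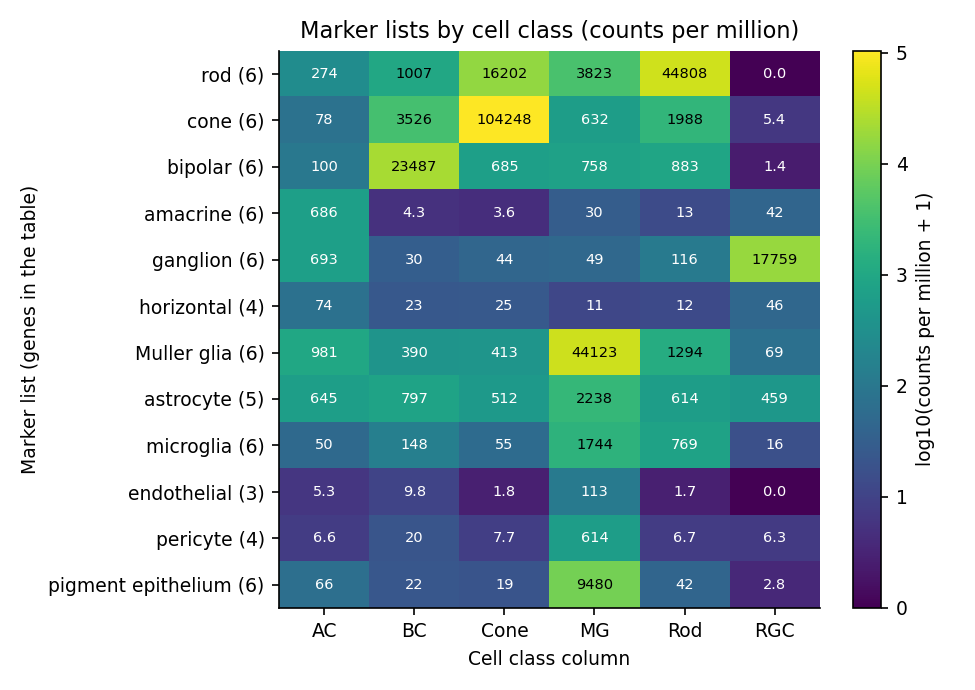
Summed CPM of each marker list (vertical axis, with the number of genes found in the table) in each cell class column (horizontal axis); colour shows log10(CPM + 1). The rod list reads 44808 in the Rod column and 0 in the RGC column, and the pigment epithelium list reads 9480 in the MG column.

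Rod RNA in the other columns was used as a measure of background. The 6 rod markers summed to 274 CPM in amacrine cells (exact 95% interval 269 to 279), 1007 CPM in bipolar cells (995 to 1018) and 3823 CPM in Müller glia (3774 to 3872). Relative to the rod column these were 0.612%, 2.25% and 8.53%. Cones were at 36.2% of the rod level. In ganglion cells 0 of 3509890 counts fell on these markers, which allows up to 0.855 CPM.

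The number of isoforms detected followed depth in part. Rods had 36426 isoforms with at least 1 count, bipolar cells 33615, amacrine cells 31757, cones 22743, Müller glia 22365 and ganglion cells 12483. At the depth of the ganglion cell column, rods had 24650, amacrine cells 24210, bipolar cells 24124, Müller glia 20437 and cones 20042 isoforms. The ganglion cell column thus stayed below the others at equal total counts, which need not be equal numbers of molecules. Reads in all 6 classes were found for 9153 isoforms (20.6%), and reads in 1 class for 7383 (16.7%).

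**Figure D2:**
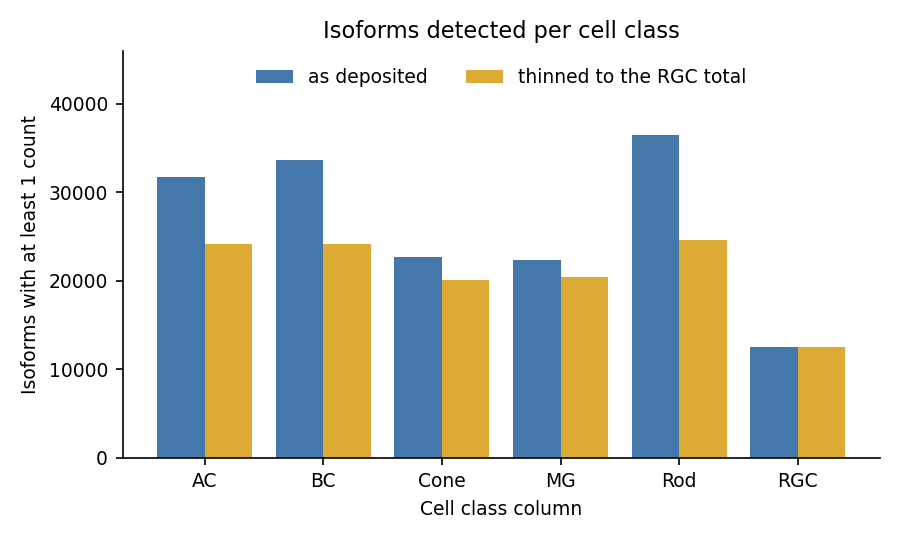
Number of isoforms with at least 1 count (vertical axis) in each cell class column (horizontal axis), as deposited and as the mean of 20 draws at the total of the RGC column. At equal depth 5 classes lie between 20042 and 24650 isoforms and the RGC column has 12483.

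Isoforms restricted to 1 class were then counted. Of 39072 isoforms with at least 10 counts, 10536 (27.0%) met the rule. Amacrine cells had 4016, rods 2635, Müller glia 1537, bipolar cells 1155, ganglion cells 787 and cones 406. Of the 10536, 8022 (76.1%) were unannotated, the median total was 22 counts, and for 3821 (36.3%) the whole gene was restricted to the same class. The count rested on weakly covered isoforms: with a minimum of 50 counts it was 2462, which moved it most. Restricted isoforms drawn at random from the pooled mix of classes numbered 8.6 on average when each count was drawn singly, and 5878 when counts were drawn in clumps of 10.

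Abundant restricted isoforms belonged to Cxcl14 in amacrine cells (ENSMUST00000021970.10, 2223 CPM), Pcp2 in bipolar cells (ENSMUST00000136105.7, 20399 CPM), Pde6h in cones (ENSMUST00000137768.1, 62874 CPM), Apoe in Müller glia (ENSMUST00000174064.8, 39298 CPM) and Calb2 in ganglion cells (ENSMUST00000003754.7, 23012 CPM). The class held between 90.9% and 96.7% of the summed CPM of these isoforms. Among unannotated isoforms, the most abundant restricted ones were a 6-exon transcript of Gsg1 in bipolar cells (chromosome 6, 135237329 to 135247965, 415 CPM), a 5-exon transcript of Opn1mw in cones (chromosome X, 74127466 to 74150751, 2682 CPM), an 11-exon transcript of Gnb1 in rods (chromosome 4, 155522636 to 155557814, 1657 CPM) and an 11-exon transcript of Tecr in ganglion cells (chromosome 8, 83571698 to 83594421, 428 CPM). Those of the other classes had a single exon each. In Müller glia it was a transcript of Jun (chromosome 4, 95049598 to 95052222, 422 CPM), inside the annotated gene and with the same 5′ end. In amacrine cells it was a transcript inside the annotated Bhlhe22 gene (chromosome 3, 18054240 to 18054668, 147 CPM). Both are unannotated by identifier only.

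Whether classes use different isoforms of the same gene was asked over 7475 genes that could be compared in at least 1 pair of classes. A dominant isoform switch was found in 1866 of these genes, and in 515 genes between annotated isoforms. The pair with the smallest share of switched genes was cones and rods, with 50 of 4201 genes (1.19%, exact 95% interval 0.885 to 1.57%). The largest share was in rods and ganglion cells, with 402 of 3030 genes (13.3%, 12.1 to 14.5%). The count depended on depth: with a minimum of 100 counts in each class it was 487 of 4781 genes, which moved it most. Classes drawn at random from the pooled isoform shares of each gene gave 0.2 switched genes on average when each count was drawn singly. Drawn in clumps of 10 counts, they gave 2015. Gene totals were rounded up to whole clumps, so genes somewhat under 20 counts in a class entered the draws but not the data. The 2015 is thus not like for like with the 1866 in the data. With a minimum of 100 counts the clumped draws gave 12.4 genes. The labels do not say whether counts are reads or molecules, so the switches at 20 to 100 counts were not separable from sampling of few molecules.

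**Figure D3:**
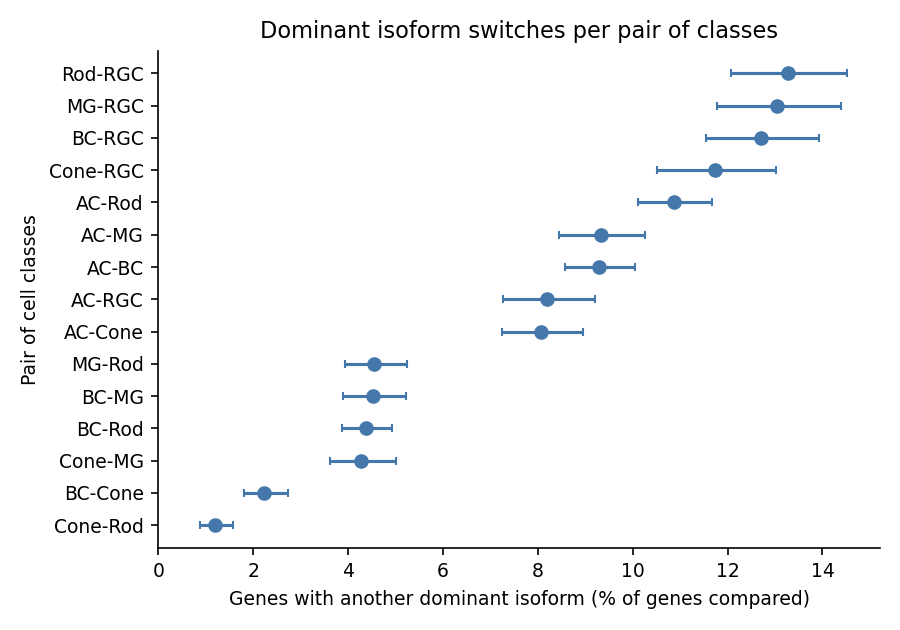
Share of compared genes whose dominant isoform switched (horizontal axis, percent) in each of the pairs of cell classes (vertical axis); points are shares and bars exact 95% intervals for counting error only. Cones and rods are lowest at 1.19% and rods and ganglion cells highest at 13.3%.

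Among switches with at least 100 counts in both classes, the largest differences in share were from 97.5 to 99 percentage points. In Cacna2d4, an unannotated isoform had 396 of 400 counts in amacrine cells and 0 of 1083 in bipolar cells, where another unannotated isoform (chromosome 6, 119236526 to 119269055) had 675 counts. In Nptn (chromosome 9), ENSMUST00000085651.11 had 555 of 589 counts in Müller glia and 0 of 176 in ganglion cells, in which ENSMUST00000176557.7-1 had 176. In Eml2 (chromosome 7), ENSMUST00000120595.7, with 19 exons, had 121 of 123 counts in Müller glia, and ENSMUST00000117338.7, with 22 exons, had 112 of 119 in ganglion cells. In Fam149a (chromosome 8), ENSMUST00000155230.1 had 151 of 153 counts in amacrine cells and ENSMUST00000093526.12 had 668 of 711 in rods. In Dclk1 (chromosome 3), ENSMUST00000199585.4-1 had 663 of 898 counts in amacrine cells (73.8%, 70.8 to 76.7%), and ENSMUST00000198821.1 had 1308 of 1321 in rods (99.0%, 98.3 to 99.5%). These Dclk1 models do not overlap: the first has 3 exons (55461728 to 55467480) and the second 2 exons and 470 nt (55527879 to 55533876). In Acer2 (chromosome 4), ENSMUST00000135874.1 had 668 of 669 counts in amacrine cells and ENSMUST00000128712.1 had 722 of 814 in rods. The first Acer2 model has 2 exons and 741 nt, the second 6 exons and 1305 nt. A switch by this rule can thus be between short or separate parts of a gene. The other 4 genes were Atp1b2 in cones and ganglion cells, Cyp20a1 in bipolar and ganglion cells, Loxl1 in amacrine and bipolar cells and Arid4a in rods and ganglion cells.

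Across isoforms, the Spearman correlation between classes was highest for cones and rods (0.779) and lowest for rods and ganglion cells (0.509), with a median of 0.606 over pairs. Rods and amacrine cells were close to the lowest, at 0.513. The correlations were not computed at equal depth, so the lower depth of the ganglion cell column may enter its values. Across genes the median was 0.759. Isoforms and genes are not independent replicates. Pearson correlation moved the values most, to a median of 0.838 across isoforms.

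The structure of unannotated isoforms was compared with GENCODE M21 for the 36426 isoforms with a model, which are those with a count in rods. Of 21507 unannotated models, 13208 (61.4%) joined annotated splice sites in a combination not in M21, 5329 (24.8%) were part of an annotated chain of introns, and 2909 (13.5%) had a single exon. At least 1 splice site outside the annotation was found in 58 (0.270%), and 3 matched an annotated chain in full. All 2909 single-exon models overlapped an annotated exon on the same strand, as did all 2773 modelled isoforms at loci named by position. These shares describe the deposited set, whose filters are not known from the labels. No model of an annotated isoform had a single exon. Single-exon models were not compared with annotated single-exon transcripts, so they are unannotated by identifier only.

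**Figure D4:**
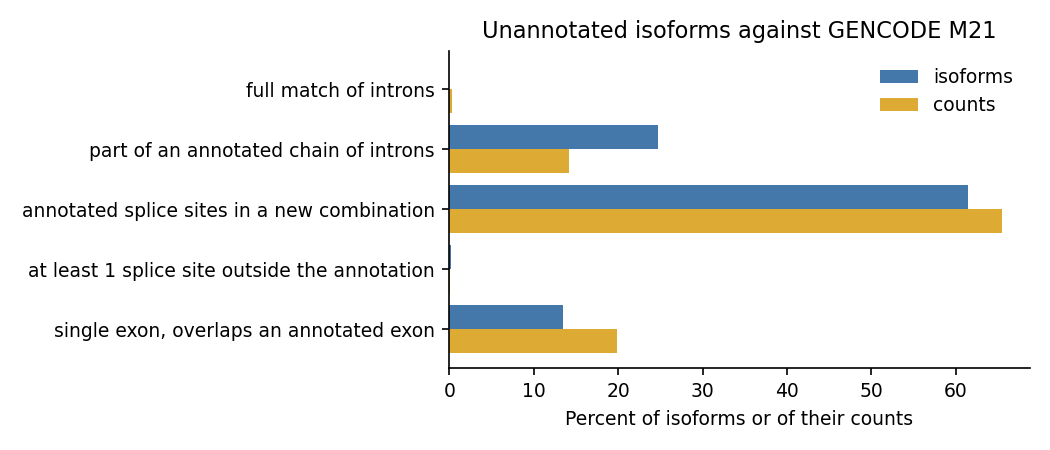
Share of the 21507 unannotated isoforms with a model, and of their counts (horizontal axis, percent), in each structural category against GENCODE M21 (vertical axis). New combinations of annotated splice sites make up 61.4% of isoforms and 65.5% of counts.

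Unannotated isoforms had a median of 6 exons against 7 in annotated ones (two-sided permutation test, p = 8e-05, adjusted p = 8e-05). Their median length was 1707 nt against 1830 nt (permutation p = 1e-05, adjusted p = 1.5e-05). For total counts, 27 against 288, the permutation p was also 1e-05, the smallest that 100000 resamples can give. Transcripts are not independent replicates, and the means gave the same directions. The difference in exon number came from the single-exon models. With only models of 2 or more exons, the median was 7 exons in both sets (permutation p = 1) and the means were 8.51 and 8.54 (p = 0.623), while the median length was still 1713 nt against 1830 nt (p = 1e-05).

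Compared with the most abundant isoform of the same gene, 9353 of 20860 multi-exon isoforms differed by a skipped exon (44.8%, exact 95% interval 44.2 to 45.5%). An alternative last exon was found in 36.3%, an alternative first exon in 31.7%, an alternative 3′ splice site in 12.0%, an alternative 5′ splice site in 10.7% and a retained intron in 3.09%. An isoform could have several kinds. First or last exons were called alternative when they did not overlap, so a model that only lacks exons at an end was counted too. The shares of alternative first and last exons thus do not separate incomplete models from other starts or ends. Taking the isoform with the most exons for comparison moved skipped exons most, to 49.7%.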

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

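Alternatives were set before the data were examined except for 5: leaving out the RGC column, switches only in classes with at least 10% of the gene's highest level, switches at equal depth, counting parts of annotated chains as annotated, and the structure of isoforms with 2 or more exons. No alternative reversed the sign of the tested differences in exon number, length and counts. The difference in exon number was lost with only models of 2 or more exons, with medians 0 exons apart (permutation p = 1) and means -0.0285 exons apart (p = 0.623). The order of classes changed in several alternatives given below. Of 109 comparisons of a main result with an alternative, 63 were labelled the same, 44 moved and 2 were weaker. The same meant within counting error or 1.5-fold, except for the differences in exon number, length and counts. For those it meant the same sign with a permutation p of at most 0.008, whatever the size. The difference in mean counts, -8330.65 against -261 for medians, was so labelled. In 7 of the 63 no change was possible, because ranks do not depend on the pseudocount and the RGC column was thinned to its own total, which leaves 56 of 102. The cause was not tested except where the alternative's own construction shows it. Leaving out a library was not possible because the columns do not separate them, and alternatives for normalized values were not run because the values are counts. No paired analysis was possible because the columns carry no library.

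The unannotated share fell with every stricter definition. It was 60.1% at 10 counts, 39.0% at 100 counts, 55.5% for models with at least 2 exons, 44.4% when parts of annotated chains counted as annotated, and 6.35% when weighted by counts. With at least 5 counts, cones had 14809 isoforms and Müller glia 14541, in the same order as deposited. Amacrine cells had 28046 and bipolar cells 25456 at that minimum, in the opposite order to the counts as deposited. At equal depth amacrine cells, with 24210 isoforms, came before bipolar cells with 24124, and Müller glia, with 20437, before cones with 20042, both in the opposite order to the counts as deposited.

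Class-restricted isoforms stayed within 1.5-fold in number under both other scalings, with 10548 by a trimmed mean of M-values and 10569 by the median of ratios, of which 10310 and 10228 were the same isoforms in the same class. They numbered 2462 at 50 counts, 5885 at a share of 95% and 2772 at equal depth. At 50 counts there were 699 in amacrine cells, 301 in bipolar cells, 103 in cones, 690 in Müller glia, 430 in rods and 239 in ganglion cells. At a share of 95% there were 565 in bipolar cells, 154 in cones, 417 in Müller glia, 1653 in rods and 364 in ganglion cells. At equal depth there were 368 in amacrine cells, 258 in bipolar cells, 154 in cones, 993 in Müller glia and 254 in rods. Without a minimum there were 1952 in bipolar cells, 623 in cones and 4333 in rods. Amacrine cells, with the most restricted isoforms as deposited, came after Müller glia and ganglion cells, the latter with 745, at equal depth.

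Switched genes numbered 2987 at a minimum of 10 counts, 487 at 100 counts, 2863 at 25 percentage points and 717 of 4260 genes at equal depth. With the same introns summed there were 1855, of which 1849 were among the 1866, and with only classes at 10% or more of the highest level there were 1671. For the 10 named switches, both other minimums, 25 percentage points and the 10% level left the difference in share unchanged. Those settings only select genes or classes and could not change a difference, so they do not test stability. Summing the same introns changed none of the 10, and 2 or more exons changed only Dclk1 among the 9 that gave a value, so neither tests their stability. At equal depth the difference changed in all 8 that gave a value, and it stayed within counting error in each.

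Pearson correlation gave a median of 0.838, 0.937 for cones and rods and 0.741 for rods and ganglion cells, and made Müller glia and ganglion cells the lowest pair at 0.729. Without a filter cones and rods were at 0.755. Against the isoform with the most exons, events were 49.7% skipped exons, 12.7% alternative 3′ splice sites and 35.6% alternative last exons. With at least 10 counts they were 11.4% alternative 5′ splice sites, 12.8% alternative 3′ splice sites, 28.7% alternative first exons and 32.5% alternative last exons.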

Other observations

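Tests chosen only after the result was seen were those on the depth of the RGC column and a minimum count for its zeros, on free RNA in the marker lists, on reads that stop before the 5′ end and on chance overlap of single-exon models, and the comparison of averages used for pairs with the RGC column was chosen after its values were seen. The other tests were chosen before their values were seen. No biological explanation was tested for any of these patterns, because the columns name no library and the design's groups cannot be read from them.

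The number of genes with a dominant isoform switch depends on what a count stands for. Sampling of single counts gave 0.2 genes on average in 20 draws from the pooled shares, and 0 genes at a minimum of 100 counts, so counting error of that kind does not account for the 1866 and 487 genes found. In clumps of 10 counts per molecule, the draws gave 2015 genes, so many switches at the lower minimum may be sampling of few molecules. How many cannot be read from the 2015, because rounding up to whole clumps let in genes just under that minimum. Every class also had isoforms with a count of 1, from 1732 in amacrine cells to 3563 in cones, which a fixed clump of 10 cannot give. At 100 counts the clumped draws gave 12.4 genes, far under 487, but the true number of reads per molecule is unknown, so this bound on a simulated setting leaves the question open. Restricted isoforms behaved alike. Single counts gave 8.6 isoforms and 0 at a minimum of 50 counts, whereas clumps of 10 gave 5878 of the 10536 and 109 of the 2462.

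The RGC column lacked transcripts that were abundant in the other columns. Among 1835 genes with at least 10000 counts in the other classes, 73 had 0 counts in ganglion cells, against 0 or 1 in each other class. The amacrine column thinned to the RGC total had 0.6 such genes on average, which argues against depth as the cause. A minimum count per class is argued against by 1880 isoforms with a count of 1 in the RGC column. Clumped reads that reduced the amacrine column to 12126 isoforms gave 18.4 such genes, so reads per molecule could account for part of the pattern and cannot be told apart from other causes without the molecule counts. A different mix of libraries, or removal of background by the authors, stays open and was not tested.

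Pairs of ganglion cells with rods, Müller glia, bipolar cells and cones also had the highest shares of switched genes, while the pair with amacrine cells was at 8.20%. As deposited, pairs with ganglion cells had 11.8% on average and the others 5.87%. With all columns thinned to equal depth in 5 draws, the averages were 9.36% and 3.41%, and the lowest of the draws with ganglion cells, 9.27%, was above the highest of the others, 3.44%, so the lower depth of the column is argued against as the whole cause. Single pairs overlapped, since the lowest value with ganglion cells was 4.74% and the highest among the others 6.94%. A difference in reads per molecule stays open and was not tested for these pairs.

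The MG column may hold other non-neuronal cells. The pigment epithelium list was 434 times the median of the other columns there, while the rod list was 3.80 times, the bipolar list 1.11 times, the ganglion list 0.422 times and the cone list 0.318 times, which argues against free RNA spread evenly. Ttr alone had 8443 CPM of the 9480 CPM of that list, Rdh5 had 654 CPM and Rgr had 304 CPM, while Best1 had 0 counts. No gene was on more than 1 list, and expression of these genes in Müller glia themselves was not examined.

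Microglial markers were 14.0 times higher in the Rod than in the Cone column, with C1qa at 277 and 20.4 CPM. For the 9 lists of other cell types the same ratio ran from 0.489 to 3.70, so free RNA spread alike over both columns is argued against. Microglia counted with the rods are a candidate source, which these columns do not test.

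Rods had the highest unannotated share of counts. Without the 5 most abundant unannotated isoforms it was 5.70%, against 5.40% in amacrine cells, 5.24% in cones, 4.56% in bipolar cells, 4.45% in ganglion cells and 3.30% in Müller glia. Rods thus stayed highest, which argues against those isoforms, led by Cst3 with 636000 counts in rods, as the whole cause. The gap became smaller to every class but Müller glia, and the order of the other classes changed. Against amacrine cells, rods were at 7.64% and 5.83% with these isoforms and at 5.70% and 5.40% without, so the isoforms hold most of that lead. Cst3 had no annotated isoform in the table, so its share may reflect which model was kept for the gene.

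Unannotated models that were part of an annotated chain lacked only 3′ introns in 2567 of 5329 cases (48.2%), only 5′ introns in 1472 (27.6%) and introns at both ends in 1271 (23.9%). Reads that stop before the 5′ end would give the opposite order, so they are argued against as the cause of this order. They stay open as a source of part of the 2743 models (51.5%) that lacked 5′ introns, against 3838 (72.0%) that lacked 3′ introns. Of the models that lacked only 3′ introns, 79.3% ran past the end of the matching annotated exon, against 48.1% at the 5′ end of models that lacked only 5′ introns. Ends inside introns are consistent with this, and priming on internal adenine stretches could not be separated from polyadenylation sites, because no genome sequence was used here.

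Every one of the 2909 single-exon models overlapped an annotated exon of the same strand, although the overlap was under 50% of the model in 903 of them. Shifted by 50 kb, 23.0% did, shifted by 1 Mb, 11.1% did, and with the strand flipped 10.3%, so chance overlap is argued against. A selection of models by the annotation may have removed antisense, intronic and intergenic transcripts before deposit. The absence of such transcripts from the catalogue is thus not evidence on the retina. Loci named by position include 142941 counts at a single-exon model inside Malat1 (chromosome 19, 5800529 to 5802671), so a count of such loci is not a count of unannotated genes.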
